A study of Mus musculus with 20 samples.

How the data were processed

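RNA was measured by short-read sequencing in 20 samples of mouse gastrocnemius, a calf muscle. One table for all samples was used. It held whole-number counts per gene symbol, as deposited by the authors. Per the labels' protocols, total RNA was extracted with Trizol and a Qiagen column kit, and libraries were made with an Illumina kit. The aligner, the counting program, the strandedness, the genome build and the annotation are not stated in the labels or in the file header. For that reason no genome coordinates are given. The deposited counts were taken to be unnormalized because they were whole numbers whose totals differed between samples.

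The table had 53311 rows, and each of the 20 columns carried the description label of 1 sample. There were 106 rows with a repeated symbol, which were kept as separate rows, and 27 rows whose symbol had been turned into a date. No row lacked a gene name. Of the symbols, 97.06% were found in GENCODE M21, a mouse annotation. That annotation was used only for transcript length, GC content, neighbouring genes and exon overlaps, since it need not be the one the authors used.

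Each sample's group was taken from its treatment label, and its replicate number from its title. The description label of the 5 exercised samples with the knockout treatment speaks of training, while their titles and treatments speak of acute exercise. They were analysed as acute exercise. Each group had 5 samples. The total count per sample ran from 8045154 to 11269812, with a median of 9024900. A gene whose libraries in a group all held 3 counts or fewer was treated as being at the floor, which was at most 0.369 CPM (counts scaled to 1e6 per library) in vehicle at rest. Intervals and floors cover counting error only, because reads without molecular identifiers are not independent molecules.

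Genes were kept by filterByExpr of edgeR 4.0.16 with its default minimum of 10 counts, which left 13560 genes holding 99.83% of all counts. Libraries were scaled by the trimmed mean of M-values (TMM). A quasi-likelihood model with robust dispersion estimates was fitted in R 4.3.3 to all 20 samples with 1 mean per group, and 5 contrasts were tested. They were the genotype difference at rest, the genotype difference after exercise, the exercise response in vehicle, the exercise response in knockout-labelled samples, and the interaction, which is the difference between both exercise responses. Adjusted p-values are Benjamini-Hochberg values over the 13560 genes, with a threshold of 0.05. Standard errors (SE) of log2 fold changes were derived from the F statistics. Levels are TMM-scaled CPM, given as mean ± SD over the 5 samples of a group, and log2 CPM values used a prior count of 2.

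The gene lists, 7 in number, were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01, with adjustment over the 35 combinations of list and contrast. They were clock-activated, clock-repressed, immediate early, exercise metabolic, heat-shock, hypoxia (HIF) target and muscle glucose genes. Camera with an estimated correlation and the rotation test fry were run beside it. All 87 list genes were in the table and 85 passed the filter. Marker lists for slow fibres, fast fibres, blood, fat cells, nerve and sex served to look for tissue mix, each summarised per sample as the mean log2 CPM except sex. The contrasts, the lists, the naming rule and the alternatives, apart from those named as added, were fixed before the data were examined.

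The genes named were chosen by a rule. For each contrast they were the 3 largest rises and the 3 largest falls among genes with an adjusted p under 0.05, a mean log2 CPM of at least 1 and log2 CPM ranges that did not overlap between groups. For a contrast without such a gene, the 2 genes with the smallest p were named as not passing. List members, the targeted gene and genes on which a technical check rests were also named. The result of 1 list member is not reported here.

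Single values were compared with exact two-sided permutation tests over the 252 relabellings of 5 against 5 samples, for which the smallest possible p is 0.00794. Correlations across samples used 100000 permutations. The scripts were tested on simulated counts with the means, library sizes and dispersions of these samples and 200 changed genes. For the interaction, 94.4% of 54 genes with a log2 change of 2 and 47.8% of 46 genes with a log2 change of 1 were recovered among 13403 genes, and 5.19% of the calls were false. For exercise in vehicle 7.64% of the calls were false (11 calls), above the 5% aimed at. For exercise in knockout, 93.8% of 32 genes with a log2 change of 2 were recovered. The changed genes all had a mean of at least 2 CPM, and genes were simulated independently of each other. Recovery at an adjusted p also depends on how many genes truly change. These shares therefore do not give the power of the contrasts in the real samples.

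Alternatives covered the scaling (RLE size factors, upper quartile, library size only), DESeq2 1.42.0, limma-voom, non-robust dispersions, the filter on low counts (none, or stricter), the samples in the model, the replicate number as a block, each replicate left out in turn, mitochondrial genes left out, and 2 other thresholds. Sex was not used as a covariate because all 20 samples had Y-linked transcripts and nearly no Xist. A slow-fibre score as covariate and a correction for GC content and transcript length were added after the data had been examined.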

Results

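Gene expression was measured in the gastrocnemius of mice with and without skeletal muscle Bmal1, at rest and after a single bout of exercise. BMAL1, encoded by Arntl, is a transcription factor of the circadian clock. Per the labels, every animal carried Cre and floxed Bmal1 alleles and was given either vehicle or the treatment that yields the muscle knockout. Muscles were taken at zeitgeber time 13, the hours after lights on, either without exercise or 1 h after 30 min on a treadmill. The 4 groups were vehicle at rest, vehicle after exercise, knockout at rest and knockout after exercise, with 5 samples each. Total counts ranged from 8045154 to 11269812 per sample and did not differ between groups (exact permutation p from 0.214 to 0.794). Mitochondrial transcripts took 7.55% to 14.96% of the counts, and the 10 most abundant genes took 23.4% to 29.0%.

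All 20 samples had between 432 and 734 counts of the Y-linked gene Ddx3y and at most 2 counts of Xist, so sex did not separate the samples. The closest pair of libraries within a group differed by more than sampling noise in each of the 4 groups, with chi-square values per degree of freedom from 3.98 to 17.4. No library was therefore treated as a duplicate.

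The targeted gene was examined first. Arntl stood at 12.3 ± 2.39 CPM in vehicle at rest and 14.5 ± 1.94 CPM in knockout-labelled muscle at rest (SD, n = 5 each). After exercise it stood at 14.3 ± 5.71 CPM in vehicle and 16.4 ± 4.15 CPM in knockout-labelled muscle. Over all 20 libraries, Arntl ranged from 7.90 to 21.4 CPM and from 77 to 198 counts. Its log2 fold change between knockout-labelled and vehicle samples was 0.24 at rest (SE 0.23, edgeR adjusted p 0.725) and 0.20 after exercise (SE 0.23, adjusted p 0.689). Exact two-sided permutation tests of the log2 CPM gave p = 0.159 at rest and p = 0.429 after exercise, and the adjusted value over the 32 tests of this family was 0.861 for both. The gene-level count of the target was thus not lower in the samples labelled knockout. These samples are called knockout-labelled, and every genotype direction given here rests on the labels. An antisense gene, Gm45355, overlaps an exon of Arntl, and the counting is not stated to use strand.

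The first comparison asked how expression differs between knockout-labelled and vehicle muscle at rest. The groups differ in the treatment given as well as in the intended loss of Bmal1. No group had the treatment without the floxed alleles, so an effect of the treatment itself cannot be told apart in any genotype contrast. At an edgeR adjusted p under 0.05, 523 of 13560 genes differed, 244 higher and 279 lower in knockout-labelled muscle. The count moved most under a requirement of an absolute log2 fold change of at least 1, which left 134 genes. Groups did not overlap for 5.80% of the genes tested, where chance gives 0.794%. The largest rises that passed the naming rule were in Cdkn1a, Prss55 and Igf2bp2. Cdkn1a rose from 6.305 ± 1.09 to 92.3 ± 25.7 CPM, a log2 fold change of 3.87 (SE 0.20, adjusted p 5.46e-11). Prss55 rose from 1.02 ± 0.508 to 10.9 ± 2.09 CPM, a log2 fold change of 3.44 (SE 0.30, adjusted p 7.35e-08). Igf2bp2 rose from 0.914 ± 0.452 to 4.15 ± 1.36 CPM (log2 fold change 2.17, SE 0.33, adjusted p 1.55e-04). Vehicle libraries at rest held 2 to 13 counts of Prss55 and 2 to 12 counts of Igf2bp2, so the size of both rises is imprecise. The largest falls were in Slc2a3, Ces1d and Aebp1. Slc2a3 fell from 24.0 ± 9.85 to 2.26 ± 1.19 CPM (log2 fold change -3.40, SE 0.43, adjusted p 7.47e-05). Ces1d fell from 34.3 ± 10.4 to 3.65 ± 3.23 CPM (log2 fold change -3.26, SE 0.42, adjusted p 1.02e-04) and belongs to a gene family whose members can share reads. Aebp1 fell from 165 ± 18.3 to 24.9 ± 4.29 CPM (log2 fold change -2.73, SE 0.12, adjusted p 7.71e-14).

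**Figure D1:**
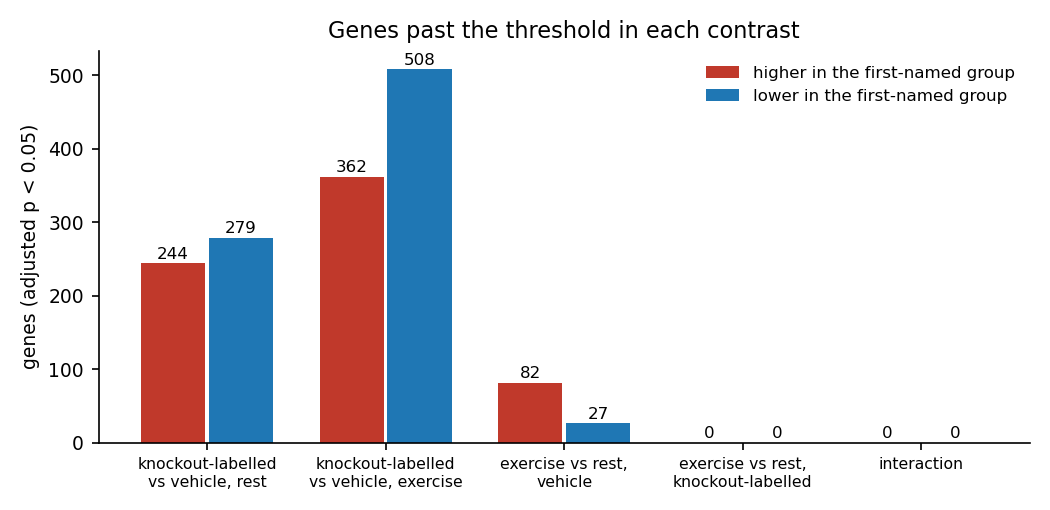
Number of genes with an edgeR adjusted p under 0.05 (vertical axis) in each of the 5 contrasts, split into genes higher (red) and lower (blue) in the first-named group. At rest 244 genes were higher and 279 lower in knockout-labelled muscle, after exercise 362 and 508, and exercise changed 82 and 27 genes in vehicle and 0 in knockout-labelled muscle.

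After exercise, 870 genes differed between knockout-labelled and vehicle muscle, 362 higher and 508 lower, but 449 of 845 were higher when libraries were scaled by size only. When only both groups of this contrast were fitted, 567 genes passed, against 589 for the comparison at rest fitted in the same way. Prss55, Cdkn1a and Igf2bp2 again had the largest rises, with log2 fold changes of 3.66 (SE 0.30, adjusted p 2.22e-08), 3.05 (SE 0.19, adjusted p 1.07e-09) and 2.77 (SE 0.33, adjusted p 6.29e-06). The largest falls were in Slc2a3, Slc25a30 and Ces1d. Slc25a30 fell from 44.5 ± 14.2 CPM in vehicle to 6.14 ± 1.43 CPM (log2 fold change -2.85, SE 0.31, adjusted p 1.38e-05). The log2 fold changes of Slc2a3 and Ces1d were -3.27 (SE 0.44, adjusted p 1.31e-04) and -2.78 (SE 0.43, adjusted p 5.39e-04). Both genotype contrasts called 332 genes in common, all 332 in the same direction, while 191 were called at rest only and 538 after exercise only. Over the 523 genes called at rest, the log2 fold changes of both contrasts correlated with r = 0.94 across genes, which are not independent replicates. A call in one state and not in the other does not show a difference between them. The test of that difference is the interaction, which called 0 genes, with 791 at an unadjusted p under 0.05.

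Clock genes were compared next, as a list of 12 genes that the clock activates and a list of 5 genes that its repressor arm controls. All 12 activated genes had lower fitted values in knockout-labelled muscle at rest, and 10 were called over all genes tested (11 when adjusted over the list alone). After exercise 11 of 12 were lower and 9 were called, all lower. When adjusted over the list alone, 10 lower genes and 1 higher gene, Nr1d1, were called. The camera adjusted p was 5.44e-23 at rest and 4.84e-15 after exercise, and both calls held under fry and under an estimated correlation. Dbp was 75.0 ± 7.46 CPM in vehicle at rest and 11.8 ± 1.34 CPM in knockout-labelled muscle (log2 fold change -2.66, SE 0.10, adjusted p 2.80e-14). Over both exercise states, Dbp ranged from 56.0 to 87.1 CPM in the 10 vehicle libraries and from 10.4 to 14.3 CPM in the 10 knockout-labelled libraries. An exon of Dbp overlaps Sphk2 on the opposite strand, and Sphk2 was also called, so part of the reads of either gene is uncertain. Tef (log2 fold change -1.16), Nr1d2 (-1.46), Hlf (-1.79), Per3 (-1.41), Per2 (-1.11) and Ciart (-2.33) were also lower at rest, with adjusted p-values from 4.88e-09 to 0.00525. Bhlhe41 (-0.53, adjusted p 0.0358) lost its call in 6 of the 10 fits that each left out 1 library, with an adjusted p of up to 0.129 without vehicle at rest replicate 4. Per1 (-0.81, adjusted p 0.179) and Nr1d1 (-0.03, adjusted p 0.956) were not called. After exercise Nr1d1 was not called over all genes either (log2 fold change 0.29, adjusted p 0.239), except without vehicle after exercise replicate 5 (adjusted p 0.0297). Exons of Nr1d1 overlap the opposite-strand gene Thra, which was called in both genotype contrasts, so part of the reads of either gene is uncertain.

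**Figure D2:**
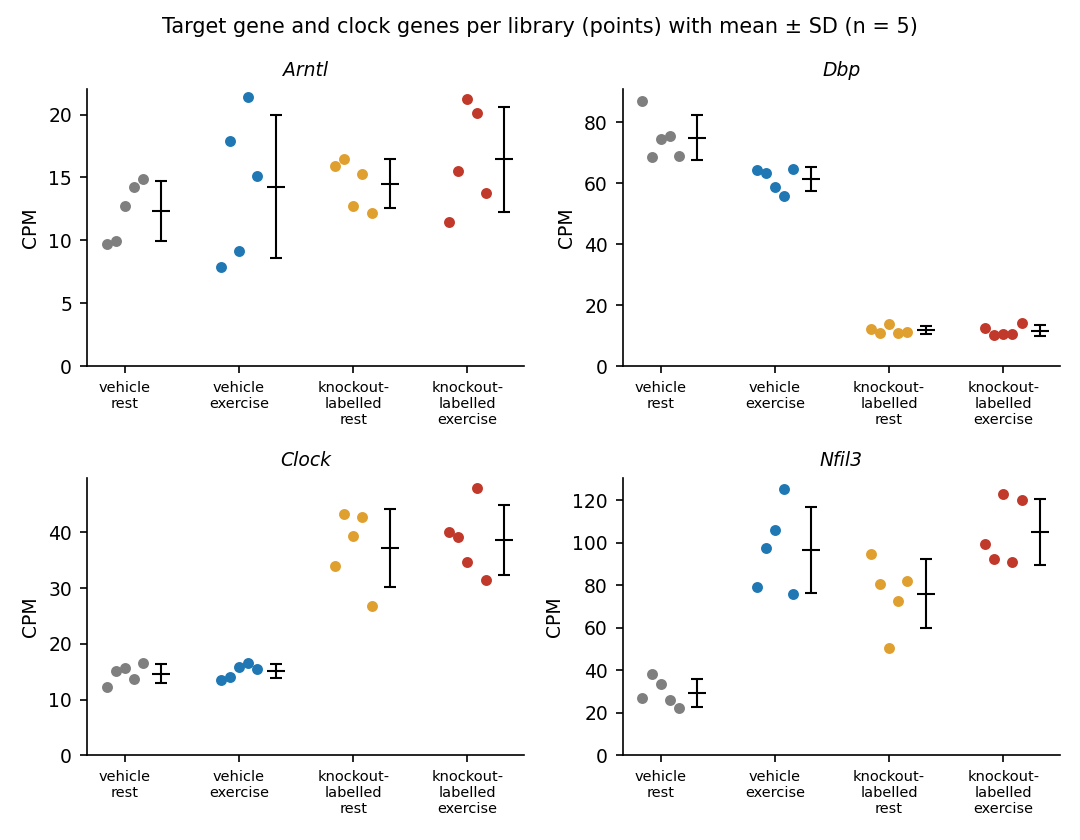
CPM (vertical axis) of Arntl, Dbp, Clock and Nfil3 in each library (points), by group, with the mean and SD of the 5 libraries (black bars). Dbp lay between 10.4 and 14.3 CPM in knockout-labelled libraries and between 56.0 and 87.1 CPM in vehicle libraries, while the ranges of Arntl overlapped.

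Of the 5 clock-repressed genes, 4 were called higher at rest and 3 after exercise, the same numbers when adjusted over the list alone, with camera adjusted p-values of 6.43e-11 and 2.17e-05 that held under fry and the estimated correlation. Clock rose from 14.6 ± 1.73 to 37.2 ± 6.92 CPM at rest (log2 fold change 1.34, SE 0.13, adjusted p 3.98e-07). Npas2 had 0 to 3 counts in the vehicle libraries at rest and 25 to 34 counts in the knockout-labelled libraries, which was at least 9.49-fold higher than the floor. Nfil3 rose from 29.4 ± 6.46 to 76.0 ± 16.4 CPM (log2 fold change 1.37, SE 0.17, adjusted p 3.01e-05), but after exercise the genotypes did not differ (log2 fold change 0.12, adjusted p 0.758).

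Among 14 genes of muscle glucose handling, 5 were called at rest, also 5 when adjusted over the list alone. Hk2 fell from 492 ± 70.7 to 286 ± 8.87 CPM (log2 fold change -0.78, adjusted p 0.0129). Pfkm fell from 4103 ± 789 to 2579 ± 162 CPM (log2 fold change -0.67, adjusted p 0.00135), and its exons overlap Senp1 and Gm26513. Tbc1d1 (-1.37, adjusted p 0.0380) and Pdp1 (-0.46, adjusted p 0.0272) were lower, and Pdk4 (0.88, adjusted p 0.0478) was higher. With 1 library left out, the calls of Tbc1d1, Pdp1 and Pdk4 were lost in 7, 5 and 8 of 10 fits, with adjusted p-values of up to 0.0990, 0.0717 and 0.174. The list itself had a camera adjusted p of 0.0296, which held under fry (0.00379) and not under the estimated correlation (0.0858), and which was lost in 3 of 10 fits without 1 library (up to 0.0750, without vehicle at rest replicate 4). After exercise 2 genes of this list were called, Hk2 and Pfkm, and 5 when adjusted over the list alone. The list was then not called by camera (adjusted p 0.0579) or with the estimated correlation (0.132), and was called by fry (0.00513). HIF targets were as a list called in none of the 5 contrasts, with unadjusted camera p-values from 0.231 to 0.646. Of their 12 genes, 1 was called, higher with exercise in vehicle, and also 1 when adjusted over the list alone. Immediate early genes were lower in knockout-labelled muscle after exercise (camera adjusted p 1.66e-04, 5 genes called, 7 when adjusted over the list alone), which held under fry and not under the estimated correlation. Heat-shock genes were higher at rest (0.0265) and lower after exercise (0.0439), and neither held under fry or the estimated correlation. The former was lost in 2 of 10 fits without 1 library (up to 0.174, without knockout at rest replicate 2) and the latter in 5 of 10 (up to 0.218, without vehicle after exercise replicate 1).

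A second question was how 30 min of treadmill running changes expression 1 h later. In vehicle muscle 109 genes were called, 82 higher and 27 lower. With the slow-fibre score described below as a covariate, the count was 248. Leaving out 1 library gave 52 to 135 genes, the lowest without vehicle at rest replicate 5. Nr4a2 rose from 0.568 ± 0.565 to 17.96 ± 8.25 CPM (log2 fold change 4.97, SE 0.55, adjusted p 9.15e-05), with 0 to 12 counts per library at rest. Hspa1b rose from 5.47 ± 2.59 to 96.8 ± 78.2 CPM (log2 fold change 4.14, SE 0.84, adjusted p 0.0289). This call was lost in 8 of the 10 fits that left out 1 library of either group (adjusted p up to 0.0954, without vehicle at rest replicate 5), and Hspa1b shares nearly all its sequence with Hspa1a (log2 fold change 3.53, adjusted p 0.0229), whose call was lost in 6 of 10 such fits. Mt2 rose from 2.63 ± 0.602 to 21.4 ± 16.1 CPM (log2 fold change 3.02, SE 0.51, adjusted p 0.00803), and the overlapping opposite-strand gene Gm45774 was called as well. The largest falls were in Cd274, from 3.27 ± 1.11 to 0.965 ± 0.378 CPM (log2 fold change -1.73, SE 0.33, adjusted p 0.00891), in Gm11266, from 5.602 ± 0.479 to 1.98 ± 0.348 CPM (-1.50, SE 0.17, adjusted p 5.56e-05), and in Gm43063, from 12.02 ± 3.02 to 4.59 ± 1.41 CPM (-1.38, SE 0.20, adjusted p 8.14e-04). Gm11266 and Gm43063 are noncoding genes annotated within the introns of Nfib and Ampd1, so reads from unspliced host transcripts can count for them. Cd274 had 5 to 16 counts per library after exercise, and its exons overlap AC119228.1.

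Immediate early genes, which are induced within minutes to hours of a stimulus, rose in vehicle with a camera adjusted p of 1.34e-16. Of 22 tested, 8 were called over all genes and 13 when adjusted over the list alone. Sik1 rose from 11.4 ± 3.51 to 78.1 ± 20.9 CPM (log2 fold change 2.77, SE 0.30, adjusted p 1.05e-04). Nr4a3 was not called (log2 fold change 2.65, SE 0.84, adjusted p 0.235), as resting libraries ranged from 1.23 to 74.2 CPM, but it was called without vehicle at rest replicate 3 (adjusted p 0.0231). Heat-shock genes (adjusted p 2.97e-15, 12 of 12 higher) and exercise metabolic genes (adjusted p 9.99e-12, 11 of 11 higher) also rose. Of the heat-shock genes 6 were called (12 when adjusted over the list alone), and of the metabolic genes 2 (9 when adjusted over the list alone). The clock-repressed list was also called (0.00722), with 1 of 5 genes called, Nfil3 (also 1 when adjusted over the list alone). Part of this list's mean rise came from Npas2, which had 0 to 3 counts per library at rest and 1 to 6 after exercise. The calls of these 4 lists held under fry and the estimated correlation. In the metabolic list, Lpin1 was called (log2 fold change 0.58, adjusted p 0.00179), and Ppargc1a was not called over all genes (log2 fold change 1.34, SE 0.56, adjusted p 0.461). The clock-activated list was not called (camera adjusted p 0.8045), with 6 genes higher and 6 lower. Of its genes 1 was called over all genes, Usp2 (log2 fold change 0.79, adjusted p 0.00179), and 8 when adjusted over the list alone. Nfil3 rose (log2 fold change 1.72, SE 0.17, adjusted p 3.58e-05).

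**Figure D3:**
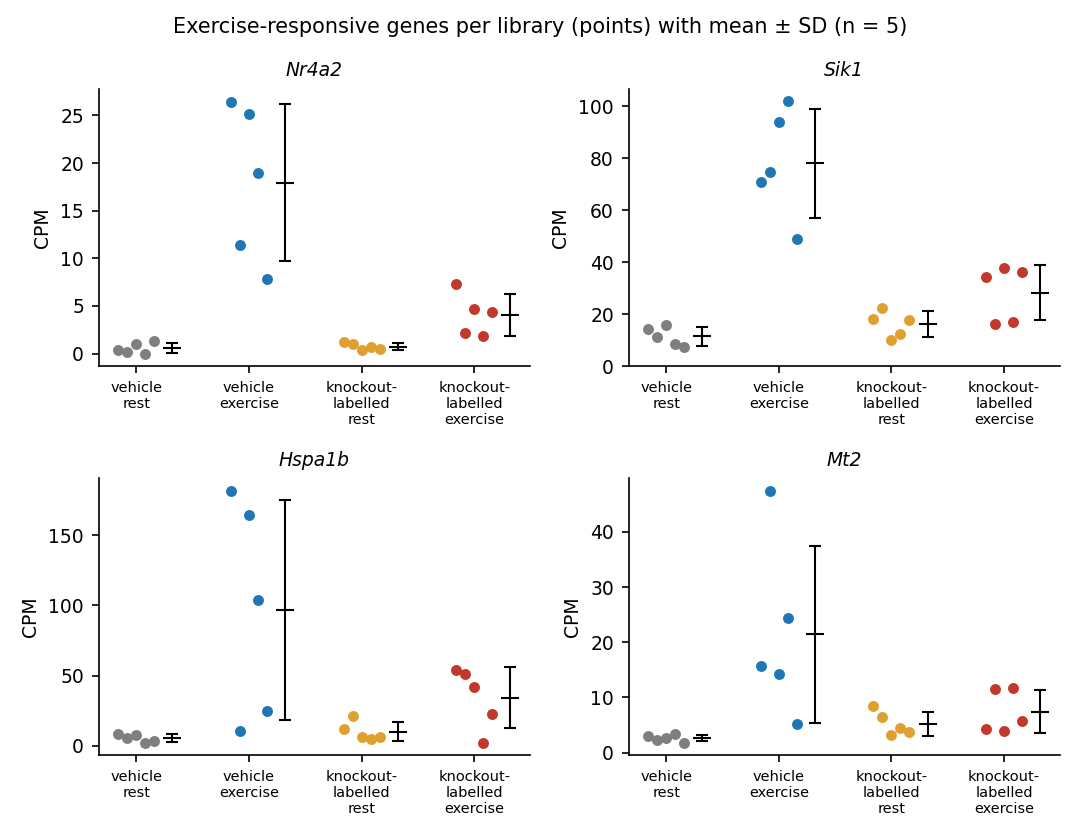
CPM (vertical axis) of Nr4a2, Sik1, Hspa1b and Mt2 in each library (points), by group, with the mean and SD of the 5 libraries (black bars). Sik1 averaged 78.1 CPM in exercised vehicle muscle and 28.3 CPM in exercised knockout-labelled muscle, and exercised vehicle libraries spanned 10.2 to 181.5 CPM for Hspa1b.

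In knockout-labelled muscle no gene was called after exercise (0 genes), and 639 genes had an unadjusted p under 0.05, fewer than the 5% chance gives. The genes with the smallest p, neither of which passed, were Adamts9 (4.17 ± 1.11 to 7.39 ± 1.47 CPM, log2 fold change 0.83, adjusted p 0.813) and Zcchc2 (15.7 ± 2.12 to 24.0 ± 2.38 CPM, log2 fold change 0.61, adjusted p 0.813). Nr4a2 (log2 fold change 2.48), Sik1 (0.82) and Hspa1b (1.77) had positive values that were not called. As lists, immediate early genes (camera adjusted p 4.13e-08, 20 of 22 higher), exercise metabolic genes (4.35e-07, 11 of 11 higher), heat-shock genes (8.88e-04, 11 of 12 higher) and clock-activated genes (8.30e-04, 9 of 12 higher) rose. When adjusted over the list alone, 2, 4, 0 and 3 genes were called in the same order. The metabolic and clock-activated lists held under fry and the estimated correlation, and the others held under neither.

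Both exercise responses were then compared directly. Across the 109 genes called in vehicle, the log2 fold changes of both genotypes correlated with r = 0.83 and had the same sign for 100 genes. All 109 had a smaller absolute value in knockout-labelled muscle, with a median ratio of 0.293. Because these genes were selected for their change in vehicle, a ratio below 1 arises in part from the selection.

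**Figure D4:**
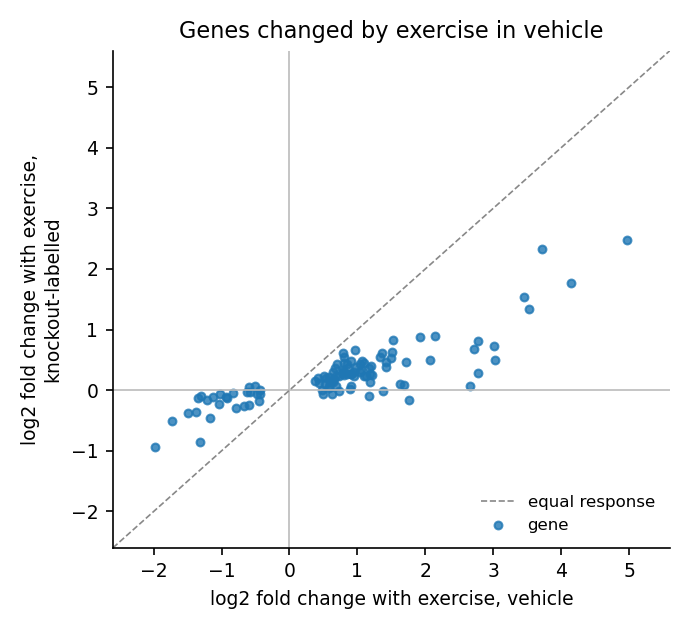
Log2 fold change with exercise in vehicle (horizontal axis) against that in knockout-labelled muscle (vertical axis) for the 109 genes called in vehicle, 1 point per gene, with a dashed line of equal response. The points lie nearer to 0 on the vertical axis, with a median ratio of 0.293.

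The interaction, which tests whether the exercise response differs between genotypes, called 0 genes, and 791 had an unadjusted p under 0.05. Nfil3 (log2 difference -1.25, SE 0.24, adjusted p 0.275) and Mrps6 (log2 difference -1.27, SE 0.25, adjusted p 0.275) had the smallest p and did not pass. Mrps6 shares exons with Slc5a3. DESeq2 called 2 genes, Nfil3 and Sik1, each with an adjusted p of 0.00587. Both were singled out after their values were seen. Over the alternatives, the adjusted p ran from 0.00587 to 0.762 for Nfil3 and from 0.00587 to 0.898 for Sik1. Adjusted over its list alone, the interaction of Sik1 (log2 difference -1.96) had an adjusted p of 0.00386. Nfil3 (0.000188) and Lpin1 (0.00549) also passed over their lists alone, each with a negative log2 difference. Hlf (0.018) passed over its list with a positive one. The Nfil3 interaction was also called without knockout at rest replicate 3 (adjusted p 0.0385). As lists, the heat-shock (camera adjusted p 5.82e-06), immediate early (7.88e-05), clock-repressed (0.0156) and exercise metabolic (0.0268) genes had a smaller response in knockout-labelled muscle. The clock-repressed call held under fry (0.00900) and the estimated correlation (0.0459), and the other 3 held under neither. The exercise metabolic call was lost in 4 of 20 fits without 1 library (up to 0.102, without vehicle after exercise replicate 4). Of the 35 list tests, 20 were called by camera, 11 with the estimated correlation and 14 by fry, 13 of them shared with camera.

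Samples differed in muscle fibre markers in a way that the groups did not account for. The slow-fibre score, the mean log2 CPM of 7 genes of slow-twitch fibres, ranged from -0.42 to 8.65, and Myh7 ranged from 0 to 1236 CPM. No difference in the score was detected in any of the 4 pairwise comparisons (exact permutation p from 0.167 to 0.810). Its mean was 7.26 at rest and 4.30 after exercise in knockout-labelled muscle, and 6.26 and 4.79 in vehicle. With 5 libraries per group, an imbalance between groups is not excluded. The score correlated with the first principal component of log2 CPM, which held 27.0% of the variance (n = 20, Pearson r = -0.917, Spearman rho = -0.889). Both permutation p-values were 1e-05, the smallest that 100000 permutations can give. Without the 2 samples farthest from the median score, r was -0.869, and within each group the absolute correlation was at least 0.831. Fast-fibre markers ranged from 12.32 to 13.28, and scores for blood, fat cells and nerve did not differ between groups (exact permutation p from 0.0794 to 0.960).

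**Figure D5:**
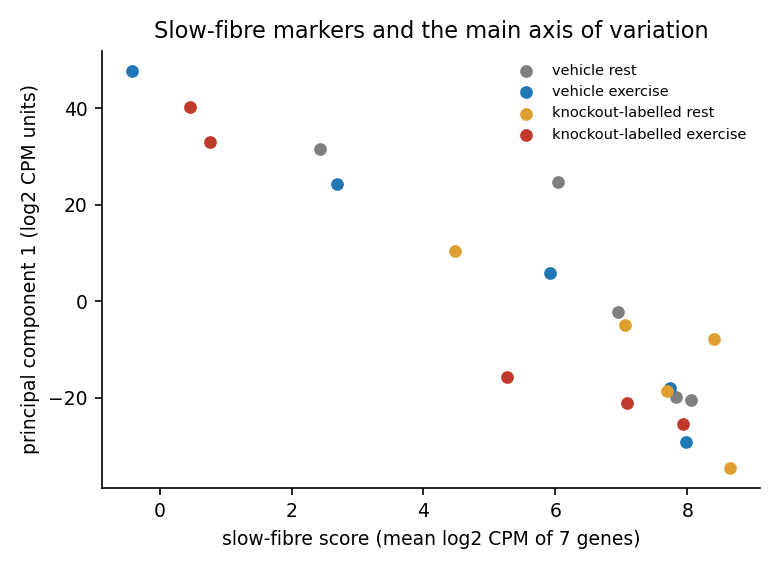
First principal component of log2 CPM (vertical axis) against the slow-fibre score in mean log2 CPM (horizontal axis) for the 20 libraries, coloured by group. Libraries of all 4 groups spread along the relation, which had a Pearson r of -0.917.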

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

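The tests of correlation within lists and of slow-fibre share in this part were chosen after the list results had been seen.

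A single library far from the other 4 of its group was found for 9 of 204 combinations of measure and group, where chance gives 10.2, so these values are no more frequent than chance. The gap to the nearest library, as a share of the group's range, was 0.861 for the normalization factor of knockout after exercise replicate 4 (0.905 against 1.02 to 1.04). It was 0.937 for Hk2 in vehicle at rest replicate 3 (617.9 CPM against 454.5 to 464.8 CPM). For Nr4a3 it was 0.77 in vehicle at rest replicate 3 (74.2 CPM against at most 17.98 CPM) and 0.747 in knockout at rest replicate 1 (42.0 CPM against at most 13.2 CPM). Cdkn1a in vehicle at rest replicate 1 (0.737), Ces1d in knockout at rest replicate 1 (0.72), Zcchc2 in knockout after exercise replicate 1 (0.747), Hspa1a in knockout at rest replicate 2 (0.715) and Pdp1 in vehicle at rest replicate 2 (0.743) were the others. No technical or biological explanation was tested for these single libraries.

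The exercise responses of 4 gene lists differed between genotypes in the interaction tested by camera, each with a smaller rise in knockout-labelled muscle. The adjusted p-values were 0.01564 for clock-repressed, 7.878e-05 for immediate early, 0.02683 for exercise metabolic and 5.819e-06 for heat-shock genes. Correlation between the genes of a list, which the preset value of camera understates, was tested by the larger adjusted p of fry and of camera with an estimated correlation. It was 0.0459 for the clock-repressed list, which argues against that explanation. It was 0.204 for immediate early, 0.132 for exercise metabolic and 0.155 for heat-shock genes, so for these 3 lists the camera calls may reflect correlated genes.

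An uneven share of slow muscle was tested by fry with the slow-fibre score in the model, adjusted over the 4 lists. The p was 0.0289 for the clock-repressed list, which argues against fibre share as its whole cause. It was 0.122 for immediate early, 0.114 for exercise metabolic and 0.114 for heat-shock genes. As fry did not call these 3 lists without the score either, fibre share stays open for them. The clock-repressed call rests largely on Nfil3 and Npas2, and Npas2 had at most 6 counts per library in vehicle muscle. A ceiling on Nfil3, which already stood at 76.0 CPM at rest in knockout-labelled muscle, or a true loss of the response are open and were not tested.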

How the results depend on the processing

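The slow-fibre score as covariate and the GC and length correction were chosen after seeing the data. Under them and under the alternatives set beforehand, the 5 call counts kept within 1.5 times of the values reported except as follows, and the cause was not tested unless stated.

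With an adjusted p under 0.01, the counts were 267 at rest, 388 after exercise and 42 for exercise in vehicle. With an absolute log2 fold change of at least 1 they were 134, 217 and 52. Both thresholds are stricter by construction. With the slow-fibre score as covariate they were 845, 1415 and 248, and 6 genes were called for exercise in knockout. Of the genes reported, 522 of 523, 870 of 870 and 109 of 109 were kept with the score in the model. When only the groups of a contrast were fitted, 567 genes differed after exercise and 61 changed with exercise in vehicle, with fewer samples to estimate the spread. DESeq2 called 191 genes for exercise in vehicle, the 109 reported among them, and 2 for the interaction. Over the 10 fits that each left out 1 library of the compared groups, exercise in vehicle gave 52 to 135 genes. It moved by over 1.5 times without vehicle at rest replicate 1 (62), 2 (57), 4 (58) or 5 (52) and without vehicle after exercise replicate 3 (68) or 4 (55). Over the 20 such fits the interaction gave 0 to 1 genes, the 1 without knockout at rest replicate 3. The genotype counts lay between 367 and 464 at rest and between 642 and 841 after exercise in these fits, and exercise in knockout gave 0 genes in each.

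Scaling by library size only moved the split of the genotype calls after exercise to 449 higher of 845, or 53.1%, against 41.6%. No scaling moved the median log2 fold change of all genes by over 0.1.

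The log2 fold change of the targeted gene stayed positive and not called in every alternative. Leaving out 1 library gave 0.15 to 0.32 at rest and 0.04 to 0.39 after exercise.

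Of the 35 list tests, 11 were called by camera with an estimated correlation, against 20, and 17 to 21 in the fits that each left out 1 library. The clock-activated, clock-repressed, exercise metabolic and heat-shock lists had as many genes higher and lower, to within 1 gene, under RLE, upper-quartile and library-size scaling. The muscle glucose list moved by more. By genotype after exercise it had 4 genes higher and 10 lower, but 6 higher and 8 lower with library size only.

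The correlation between both exercise responses was 0.227 over all genes tested, 0.870 with the stricter filter on low counts and 0.777 with the slow-fibre score as covariate, and 0.772 to 0.847 with 1 library left out. That between both genotype differences was 0.864 over genes called after exercise, 0.560 over all genes tested and 0.919 with the slow-fibre score, and 0.925 to 0.952 with 1 library left out. For exercise, no gene passed in knockout, so the alternative that takes genes called there gave no value.

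Replicate numbers were not taken to pair the samples, since the correlation of same-numbered libraries' deviations from their group means was not over 0.1 for all 5 pairs in any contrast. It ranged from -0.45 to 0.44 over the 4 pairwise contrasts. Between the exercised groups it was positive in all 5 pairs, from 0.018 to 0.44, and over 0.1 in 4 (mean 0.28, against -0.068 for other numbers), so shared variation by number stays open there. With the replicate block, 518, 824, 100, 0 and 0 genes were called in the 5 contrasts, and the calls of Bhlhe41 and Hspa1a were lost. The sex covariate was not run because all samples were of one sex.

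Among 58 results of single genes that were followed through the alternatives, RLE scaling, upper-quartile scaling, non-robust dispersions, the stricter filter and leaving out mitochondrial genes changed none. Limma-voom changed 6 (4 weaker, 2 stronger), and no other change of method altered more than 3. Leaving out 1 library changed 10 of the 58. The log2 fold change of Nr1d1 at rest, near 0 and not called, turned positive with the GC and length correction (0.02712). With 1 library left out it lay between -0.1018 and 0.04201, and it was positive without vehicle at rest replicate 4 or without knockout at rest replicate 4 (0.001906). Depth limited genes near the floor: Prss55, Igf2bp2, Npas2 and Nr4a2 had 13 or fewer counts in each resting vehicle library.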

Other observations

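The tests of single left-out libraries, the slow-fibre score in the model (its use in the splits included), exchanged or retained transcripts of the target, the shared spread and the heat-shock relation were chosen only after the result was seen.

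Other splits of the same libraries were compared with the groups of the labels. For the genotype difference at rest, 1 of 100 splits gave as many genes, the real one itself. For exercise in vehicle it was also 1 of 100, but 11 of 100 splits gave as many genes at an unadjusted p under 0.05 (1209), against 1 of 100 at rest by genotype. For the genotype difference after exercise it was 2 of 100. The other split, with 1413 genes, set knockout replicates 2 and 4 and vehicle replicates 2, 4 and 5 against the rest, and its sides differed by 5.32 in the slow-fibre score. With the score in the model of every split, that split gave 0 genes (774 at an unadjusted p under 0.05), the real one gave 1415, and 1 of 100 splits, the real one, gave as many. As its sides differ in the score, the score also takes up part of any other difference between them. For exercise in knockout and for the interaction, which called 0 genes, any split gives as many, so this count decides nothing. At an unadjusted p under 0.05, 34 of 100 splits gave as many genes for exercise in knockout (639). For the interaction (791) it was 31 of 100.

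Exercise changed 109 genes in vehicle and 0 in knockout-labelled muscle, although the interaction called 0. Thinned to the smallest total, the libraries still gave 100 genes in vehicle, 98 of them among the 109, and 0 in knockout, which argues against depth. With 1 library left out, 542 to 738 genes had an unadjusted p under 0.05 in knockout and 1068 to 1376 in vehicle. The ranges did not meet at the same sample number, which argues against 1 atypical knockout-labelled library as the whole cause. With the slow-fibre score in the model, 6 genes were called in knockout against 248 in vehicle, which argues against fibre share as the whole cause. These 6 were Adamts9, Plxna2, Gpr4, Pdxk, Slc9a3r2 and Pde4c, all higher, and were named after their values were seen. With the score, 1238 genes had an unadjusted p under 0.05 in knockout and 1817 in vehicle. Without it they were 639 and 1209, so fibre share as part of the cause stays open.

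To test whether the threshold alone parts equal responses, 86 genes were picked by the average of both responses, which does not favour either genotype. Their mean response, with the sign of the average, was 1.25 in vehicle and 0.575 in knockout-labelled muscle on the log2 scale, and it was smaller in knockout for 81 of 86. The interaction over the set had a fry p of 2.31e-04, and 4.21e-04 with the slow-fibre score. Picked anew with the score in the model, the set held 254 genes, the mean responses were 0.883 and 0.609, the response was smaller in knockout for 190 of 254 (74.8%), and the fry p was 0.0516. For the set picked without the score, the genotype labels were shuffled within rest and within exercise and all steps repeated. The fry test of these repeats did not have the score in the model. Of 100 labellings, the real one included, 2 gave a fry p as small as the 2.31e-04 of the 86 genes. The fry p of 4.21e-04 with the score was not set against shuffled labels. Of the shuffled labellings, 11.1% had a fry p under 0.05, so fry was somewhat too generous here. For the 86 genes, without the score, the ratio of both responses lay between 0.411 and 0.492 when any 1 library was left out. The difference was smaller in the set picked with the score, so its size depends on the model. A smaller response to exercise in knockout-labelled muscle is a hypothesis that these values are consistent with. Whether it comes from the loss of Bmal1, from the treatment itself or from running performance was not tested.

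The targeted gene was not lower in the samples labelled knockout. An exchange of some labels would place knockout-labelled libraries in the vehicle range of the clock-activated score, but the lowest vehicle score lay 0.551 above the highest knockout-labelled one. This gap alone says nothing about an exchange of all labels. If loss of Bmal1 lowers the genes that the clock activates, such an exchange would make them higher in knockout-labelled muscle. Of these, 12 of 12 were lower at rest and 11 of 12 after exercise (camera adjusted p 5.44e-23 and 4.84e-15). All 5 clock-repressed genes were higher at rest and after exercise. These values argue against an exchange of all labels, for the clock genes they cover. Arntl itself was not called in either state and does not decide it. It remains possible that the counts come from parts of the transcript that a deletion leaves in place. The gene-level log2 fold change of 0.24 at rest cannot decide this, since no counts per exon were used here, and the explanation cannot be told apart from an increase that offsets a loss.

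Slow-fibre markers varied widely between libraries. Sequencing depth is argued against by a Pearson r of -0.00280 between the score and the log2 total count (n = 20, permutation p 0.990, Spearman rho -0.165, permutation p 0.490, r -0.0816 without the 2 samples farthest from the median). An uneven share of slow muscle in the tissue taken may explain it. Of 8 slow-muscle genes outside the list, 7 followed the score within groups, and the median correlation was 0.95 against -0.00486 over all genes. The test asked for all 8, and Sln (correlation -0.105) did not follow, so the explanation stays open. Heat-shock and immediate early scores were set against the slow-fibre score after genotype means had been removed. In exercised libraries the heat-shock score gave r = 0.621 (n = 10, permutation p 0.0590, Spearman rho 0.624, permutation p 0.0600, adjusted p 0.150 over 4 relations). Without the 2 farthest libraries r was 0.120, so the relation rests on them. Rested libraries gave r = 0.519 (n = 10, permutation p 0.130, Spearman rho 0.612, permutation p 0.0670), and r = 0.692 without their 2 farthest libraries. The immediate early score gave r = 0.575 in exercised libraries (permutation p 0.0860, r 0.520 without the 2 farthest). At rest it gave r = 0.491 (permutation p 0.150, r 0.588 without the 2 farthest). The adjusted p was 0.150 for each. Whether the heat-shock response depends on fibre share cannot be told apart from chance with these samples.

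Genotype log2 fold changes fell with GC content across genes (Spearman rho -0.170 at rest and -0.164 after exercise, over the 98.85% of tested genes with a value). After the correction 87.2% of the genotype calls remained, which argues against such a bias as their whole source.

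More genes differed by genotype after exercise (870) than at rest (523), which could reflect the spread shared by all 4 groups in one model. Fitted on their own groups, the counts were 567 and 589, so the order changed. This is consistent with the shared spread as the source of the difference, as exercised groups were more variable (common coefficient of variation 0.213 and 0.214, against 0.179 and 0.169 at rest).

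Genes whose exons overlap on opposite strands may share reads. Across 2198 such pairs, the genotype log2 fold changes after exercise correlated with a Spearman rho of 0.468, against 0.0659 across 5410 adjacent opposite-strand pairs without overlap (permutation p 1e-04, the smallest that 10000 permutations can give). Among overlapping pairs with both genes called, 50 moved in the same direction and 2 in opposite ones. Counting without strand is consistent with this, and shared regulation of overlapping genes was not tested.

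A list of 11 glucocorticoid receptor targets, fixed before its values were seen, was tested as a hypothesis on stress hormones. It shares 0 genes with the other lists. The list rose in vehicle after exercise (9 of 11 higher, median log2 fold change 0.47, fry p 0.00112, adjusted over 3 contrasts 0.00336). Mt1 and Klf15 were called over all genes, and 5 genes when adjusted over the list alone. In knockout-labelled muscle 9 of 11 were higher, with a median of 0.38 and a fry p of 0.0123. With the slow-fibre score in the model, the fry p was 0.00321 in vehicle and 0.0504 in knockout-labelled muscle, so the latter rise did not hold at 0.05. The interaction had a fry p of 0.404, so a difference in this list between genotypes was not detected. A rise of circulating glucocorticoids during the run is a candidate explanation of the list's rise, and hormone levels were not measured here.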
